A study of Caenorhabditis elegans with 4 samples (transcriptomic, total RNA). Its data were reported in "PHA-4/FOXA-regulated microRNA feed forward loops during Caenorhabditis elegans dietary restriction" (2014).

How the data were processed

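Small RNA of whole *Caenorhabditis elegans* was sequenced from 4 samples, 1 library per group. The groups were wild-type (WT) N2 worms and *eat-2(ad1116)* mutants, each at day 1 and day 8 of adulthood. They were taken from the sample titles. The mutants carry a defect in an acetylcholine receptor gene of the pharynx and eat less, and they serve as a genetic model of dietary restriction. Per the paper's methods, the worms were placed on plates with FuDR, a drug that stops eggs from hatching, before collection.

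The deposited values are TPM, which here means reads per 1000000 reads assigned to miRNAs in that library, with no term for length. The authors removed adapters and low-quality reads in CLC Genomics Workbench, mapped the rest to the miRBase collection of miRNAs with a small number of mismatches allowed, and gave each mature miRNA its value. How reads shared by several mature miRNAs were assigned was not stated in the paper's methods. They refer to supporting information for the full procedure. The authors' fold changes were ratios of TPM, so a change in 1 very abundant miRNA moves the value of every other miRNA. Only miRNAs with a value above 0 were listed in each file, and a miRNA missing from a file was taken as 0. The 4 files named 308 miRNAs in all.

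Each file summed to 1000000 within rounding. Low values rose in steps of what 1 read was worth, and the total that made every value a whole number of reads was found for each library. The implied totals were 18589066 reads for WT day 1, 21422666 for *eat-2* day 1, 16167078 for WT day 8 and 18925714 for *eat-2* day 8. No value lay more than 0.00498 TPM from its whole number of reads. The read numbers in the text are implied in this way and were not read from the files. The smallest share these depths can show, taken as 3 reads, was 0.161, 0.14, 0.186 and 0.159 TPM in the same order.

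The design written before the files arrived named Fisher's exact test on counts as the main test and Kal's Z test on TPM, as the study ran it, if the files held only TPM. The files held TPM, so Kal's Z test of 2 proportions was used, with each library taken as 1000000 reads. A miRNA was compared where it had at least 10 implied reads in both libraries. It was called changed with a fold change of at least 1.5 and a raw p of at most 0.05. Over the 4 comparisons this made 672 tests. Fold changes are log2 ratios of TPM with no pseudocount, since the minimum leaves out zeros. For the difference between the strain effects at day 8 and day 1, an exact conditional test of the ratio of the *eat-2* to WT ratios was run on the implied reads. The sampling error printed beside a log2 fold change is the standard error from the implied reads alone. It leaves out variation between worm populations, and with 1 library per group no difference has a replicate check. A model that needs a spread between replicates could not be fitted.

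The miRNAs named in the text follow a rule written before the files arrived. They are the most abundant miRNA of each library, the 2 largest changes each way per comparison among those past the threshold with at least 100 reads in both libraries, and the largest each way in the difference of the strain effects. Added beforehand were let-7-5p, lin-4-5p, miR-34-5p, miR-71-5p, miR-58-3p, the sum of the 3p miRNAs from miR-35 to miR-42, and the 9 miRNAs that the study took to quantitative PCR. Coordinates are from the WormBase annotation of build WBcel235, matched by hairpin name, since the files give none. let-7 and miR-58 had no gene of exactly that name in it and were left without a position. No genome sequence was given, so sequence identity between miRNAs was not tested.

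The alternatives were a trimmed mean of M values (30% of M and 5% of A trimmed, without precision weights), a median of ratios, totals without miR-58-3p, count minimums of 1 and 100, a fold change of 2, Benjamini-Hochberg adjustment, Kal's Z test on the implied reads, arms summed per hairpin, and libraries thinned at random to the smallest total. Chosen after seeing the files were Fisher's exact test on the implied reads and a normal test of the log ratio with an assumed biological coefficient of variation of 0.2 or 0.4. Medians were given the 95% interval of 200 redraws of the reads. Intervals of shares are Wilson intervals at 95%. Permutation tests drew 100000 permutations with a fixed seed. Clusters were hairpins on 1 strand with starts at most 5000 bp apart.

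The scripts were tested on simulated data. The totals of 12 of 12 simulated libraries were recovered exactly. Of 40 miRNAs changed by known folds, Kal's Z test recovered 38 and called 0 of 139 unchanged ones, and Fisher's exact test recovered 40 and called 4. The 40 were drawn at random from miRNAs with at least 100 reads in WT day 1 and changed 4-fold up or down. The simulation drew reads only, without variation between worm populations, so it does not measure errors from that source. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.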

Results

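The miRNA profiles of WT and *eat-2(ad1116)* worms were measured by small RNA sequencing at day 1 and day 8 of adulthood, with 1 library in each of the 4 groups. The implied depth was 18589066 miRNA reads for WT day 1, 21422666 for *eat-2* day 1, 16167078 for WT day 8 and 18925714 for *eat-2* day 8. At these depths, 10 reads corresponded to between 0.467 and 0.619 TPM. At least 10 reads were found for 185 miRNAs in WT and 224 in *eat-2* at day 1, and for 187 in WT and 161 in *eat-2* at day 8 (no replicates). With 1 read as the minimum, the numbers at day 8 were 271 in WT and 243 in *eat-2*.

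miR-58-3p was the most abundant miRNA in every library. Its share of the reads was 82.66% in WT day 1 (95% Wilson interval 82.65 to 82.68) and 76.74% in *eat-2* day 1 (76.73 to 76.76). It was 71.56% in WT day 8 (71.54 to 71.58) and 80.35% in *eat-2* day 8 (80.33 to 80.37). All other miRNAs together therefore held from 17.34% to 28.44% of a library. These intervals cover the sampling of reads, and the differences between libraries had no replicate spread to be set against.

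The first question was how the mutant differed from WT in young adults. Of the 184 miRNAs compared at day 1, 103 were higher in *eat-2* and 0 were lower past the threshold, and 81 were unchanged. The median log2 fold change was 1.301 (95% interval of the redraws 1.23 to 1.37), and 166 of the 184 values were positive. A further 40 miRNAs reached 10 reads only in *eat-2*, and 1 reached it only in WT. Normalization moved these numbers most: with the trimmed mean of M values, 26 miRNAs were up and 32 were down.

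Among miRNAs with at least 100 reads in both libraries, the largest rises at day 1 were those of miR-38-3p and miR-54-5p. miR-38-3p went from 26.95 TPM in WT to 948.48 TPM in *eat-2*, a log2 fold change of 5.137 with a sampling error of 0.0652 (no replicates). Its hairpin lies on chromosome II from 11537933 to 11538027 on the plus strand of WBcel235, within an intron of the protein-coding gene Y62F5A.9 on the opposite strand. miR-54-5p went from 137.23 to 3212.58 TPM, a log2 fold change of 4.549 with a sampling error of 0.0291. That hairpin lies on chromosome X from 13144996 to 13145094 on the minus strand, within an intron of F09A5.3 on the opposite strand.

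Among the miRNAs chosen beforehand, miR-71-5p was 4.37 times as high in *eat-2* at day 1, at 8859.07 TPM against 2025.01 TPM. Its hairpin lies on chromosome I from 9379927 to 9380020, in an intron of ppfr-1 on the same strand. miR-34-5p, on chromosome X from 2969752 to 2969848 and outside protein-coding genes, was 2.22 times as high. lin-4-5p, on chromosome II from 5902254 to 5902347 in an intron of F59G1.4, had a fold change of 1.41, below the threshold. let-7-5p had a log2 fold change of -0.537 and miR-58-3p of -0.107, both also short of the threshold. Scaled by the trimmed mean of M values they were -1.86 and -1.43, both past the threshold. On TPM, all 9 miRNAs of the quantitative PCR set were past it, with fold changes from 1.81 for miR-246-3p to 47.41 for miR-82-5p. The WT day 1 values rested on only 13 reads for miR-82-5p, 24 for miR-44-5p and 42 for miR-81-5p. With the trimmed mean of M values 5 of the 9, including these, were past the threshold. Of the rest, 2, miR-47-3p and miR-246-3p, had log2 fold changes of -0.13 and -0.464.

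The next question was whether the strains still differed in aging worms. At day 8, 157 miRNAs were compared, and 15 were higher and 43 lower in *eat-2*. The median log2 fold change was -0.355 (95% interval of the redraws -0.377 to -0.273). Here 4 miRNAs reached 10 reads only in *eat-2* and 30 only in WT. With miR-58-3p left out of the totals, 48 miRNAs were up and the median became 0.1782.

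Among miRNAs with at least 100 reads in both libraries, the largest rises at day 8 past the threshold were in miR-237-5p, from 122.78 TPM in WT to 326.91 TPM in *eat-2*, and miR-59-3p, from 416.09 to 1073.67 TPM. Their log2 fold changes were 1.413 and 1.368, with sampling errors of 0.0372 and 0.0203 (no replicates). The largest falls under the same minimum were in miR-42-3p, 22.09 times higher in WT than in *eat-2*, and miR-1018, 17.72 times higher. The hairpins of miR-237 (chromosome X, 8154084 to 8154182), miR-59 (chromosome IV, 11309154 to 11309253), miR-42 (chromosome II, 11889811 to 11889905) and miR-1018 (chromosome X, 1879458 to 1879513) all lay outside protein-coding genes. let-7-5p, lin-4-5p, miR-34-5p, miR-58-3p and miR-71-5p were all within the fold-change threshold at this age.

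**Figure D1:**
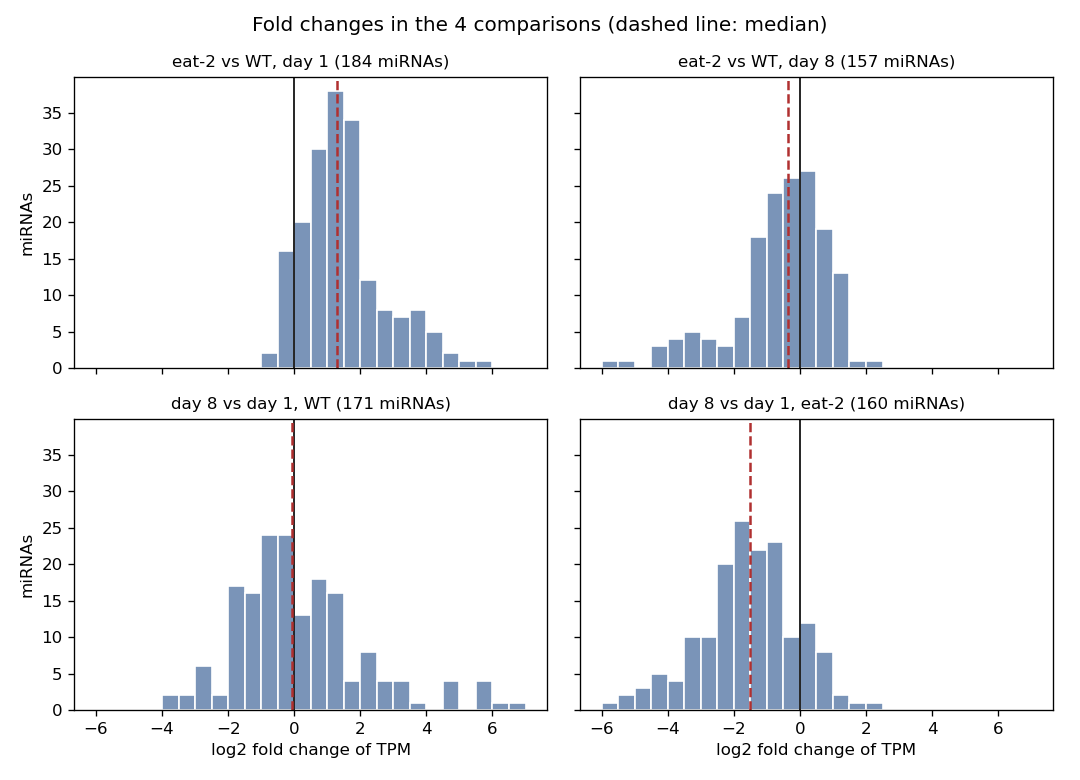
Histograms of the log2 fold change of TPM (x axis) against the number of miRNAs (y axis) in each of the 4 comparisons, with a solid line at 0 and a dashed line at the median. The medians are 1.301 and -0.355 for *eat-2* against WT at day 1 and day 8, and -0.075 and -1.516 for day 8 against day 1 in WT and *eat-2*.

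Change with age was then compared within each strain. In WT, 42 of 171 miRNAs were higher at day 8 and 41 were lower, with a median log2 fold change of -0.075 (95% interval of the redraws -0.203 to -0.027). In *eat-2*, 5 of 160 miRNAs were higher at day 8 and 100 were lower, with a median of -1.516 (-1.587 to -1.475). In the mutant 64 miRNAs reached 10 reads only at day 1 and 1 only at day 8. In WT these numbers were 14 and 16. Leaving miR-58-3p out of the totals raised the number lower at day 8 in WT to 82. The trimmed mean of M values changed the *eat-2* counts to 51 up and 20 down, and the median of ratios to 39 and 29.

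The same minimum of 100 reads applied to the miRNAs named for change with age. In WT, miR-72-5p rose from 885.79 TPM at day 1 to 90259.54 TPM at day 8, a log2 fold change of 6.671 with a sampling error of 0.0113 (no replicates). Its hairpin lies on chromosome II from 2452838 to 2452936, outside protein-coding genes. miR-38-3p rose from 26.95 to 1787.27 TPM. The largest falls in WT under this minimum were in let-7-5p, from 3905.25 to 284.1 TPM, and in miR-79-3p, from 224.7 to 32.54 TPM. miR-79 lies on chromosome I from 9332946 to 9333043.

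In *eat-2*, with at least 100 reads in both libraries, the largest rises with age were in miR-63-5p, from 5.23 to 28.96 TPM, and miR-72-5p, from 9252.16 to 32616.26 TPM. The value of miR-63-5p rested on 112 and 548 reads, and its log2 fold change of 2.469 had a sampling error of 0.1496. The largest falls under this minimum were in miR-42-3p, from 366.67 to 10.25 TPM, and miR-1830-3p, from 294.92 to 9.51 TPM. miR-63 lies on chromosome X from 17598765 to 17598868, and miR-1830 on chromosome II from 4371838 to 4371907 in an intron of paic-1 on the same strand. let-7-5p fell 13.75 times in WT and 11.35 times in *eat-2*. lin-4-5p fell 2.46 times in WT and 2.8 times in *eat-2*. miR-71-5p rose 6.33 times in WT, past the threshold, and 1.12 times in *eat-2*, short of it. With the trimmed mean of M values its log2 fold changes were 2.745 in WT and 2.195 in *eat-2*, both past the threshold.

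Finally, the strain effects at the 2 ages were compared over the 152 miRNAs with at least 10 reads in all 4 libraries. The *eat-2* to WT ratio was larger at day 8 for 8 miRNAs and smaller for 104 by the exact conditional test. Of the 90 miRNAs up in *eat-2* at day 1, 85 were not up at day 8, and 34 of these were down. With age, 24 miRNAs changed in opposite directions in the strains, all of them up in WT and down in *eat-2*. The trimmed mean of M values gave 71 larger and 40 smaller ratios, and the median of ratios gave 54 and 52.

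**Figure D2:**
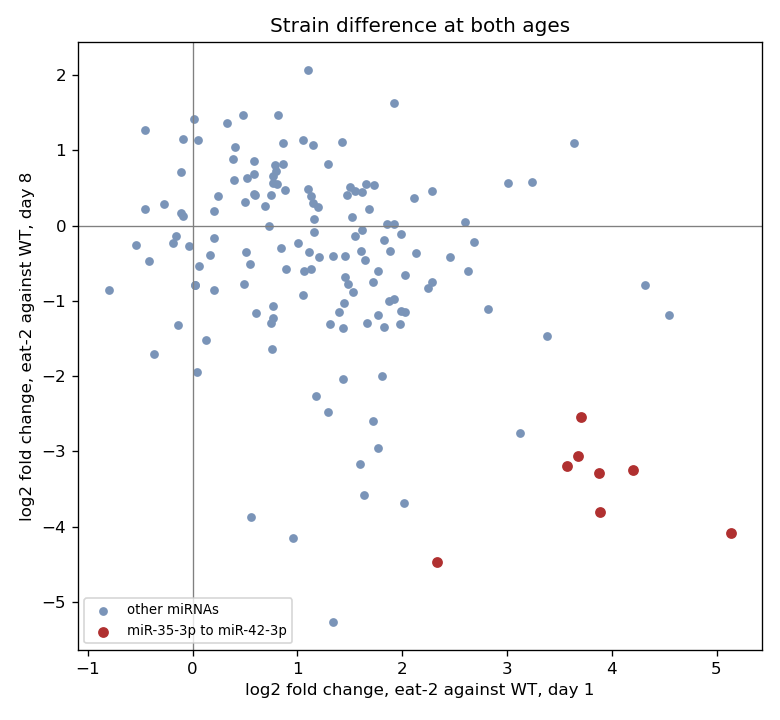
Each point is 1 of the 152 miRNAs, with the log2 fold change of *eat-2* against WT at day 1 on the x axis and at day 8 on the y axis, and the 3p miRNAs from miR-35 to miR-42 in red. The red points lie at the lower right, such as miR-38-3p with 5.137 at day 1 and -4.081 at day 8.

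Among miRNAs with at least 100 reads in all 4 libraries, the largest decrease in the strain effect was that of miR-38-3p, whose log2 difference between day 8 and day 1 was -9.218 with a sampling error of 0.0733 (no replicates). The largest increase was that of miR-228-5p, at 1.729 with a sampling error of 0.0045. miR-228 lies on chromosome IV from 5562025 to 5562122, outside protein-coding genes. Under the trimmed mean of M values these became -7.275 and 3.673.

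The sum of the 3p miRNAs from miR-35 to miR-42 was 481.53 TPM in WT day 1, 7228.79 TPM in *eat-2* day 1, 18212.2 TPM in WT day 8 and 1913.1 TPM in *eat-2* day 8 (no replicates). It was thus 15.01 times higher in *eat-2* at day 1 and 9.52 times lower at day 8. The hairpins of miR-35 to miR-41 lie together on chromosome II between 11537608 and 11538404 on the plus strand. With the trimmed mean of M values, the log2 fold change of the sum with age in *eat-2* went from -1.918 to 0.109. These miRNAs are close relatives, and how their shared reads were assigned is not known here, so the values of single members are uncertain.

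**Figure D3:**
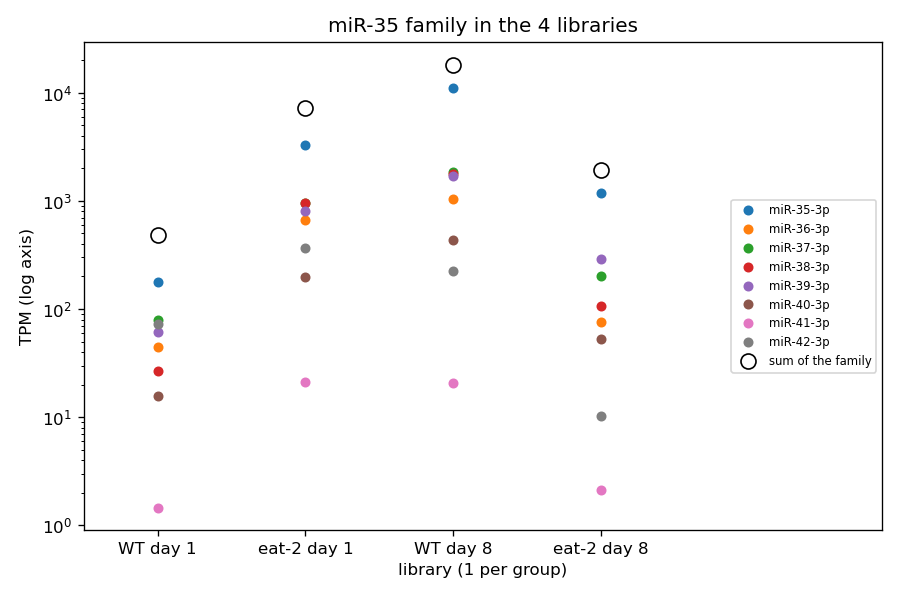
TPM on a log axis for each 3p miRNA from miR-35 to miR-42 and for their sum (open circles) in the 4 libraries, 1 library per group and so without error bars. The sum is lowest in WT day 1 at 481.53 TPM and highest in WT day 8 at 18212.2 TPM.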

Values the study reported

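The study reported that 185 and 187 miRNAs were detected in WT at day 1 and day 8, and 224 and 161 in *eat-2(ad1116)*. At day 1 it listed 184 miRNAs found in both strains, of which 105 were raised in the mutant and 79 did not change significantly. It counted 40 miRNAs seen only in the mutant at that age. Of the 9 miRNAs it measured by quantitative PCR, 8 were significantly higher in the mutant at day 1. The fold changes it listed at day 1 included 47.46 for miR-82-5p, 35.19 for miR-38-3p, 23.41 for miR-54-5p and 2.22 for miR-34-5p.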

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

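Of 17 named miRNAs (the family sum included) tested for a different strain effect at the 2 ages, 12 passed the exact conditional test with a ratio of at least 1.5. For 9 the *eat-2* to WT ratio was smaller at day 8 and for 3 it was larger. In log2 units the differences, day 8 minus day 1, were -9.218 for miR-38-3p, -7.159 for the sum of miR-35 to miR-42, -6.795 for miR-42-3p, -5.732 for miR-54-5p, -5.107 for miR-1018, -4.853 for miR-72-5p, -2.494 for miR-71-5p, -2.395 for miR-1830-3p and -0.844 for miR-34-5p. The increases were 1.729 for miR-228-5p, 1.403 for miR-237-5p and 1.043 for miR-59-3p. The weakest, miR-34-5p, had an exact p of 1.08e-10. The tests cover only the sampling of reads, and each group had 1 library. Several of these miRNAs were named because their changes were large, so the number passing is not a rate.

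The median log2 fold change of *eat-2* against WT went from 1.301 at day 1 to -0.355 at day 8, a difference of -1.656. It was flagged because the medians point in opposite directions, and the difference was not tested. Both medians depend on the scale set between libraries. The trimmed mean of M values shifts every difference above by 1.943 and the median of ratios by 1.474. After this miR-34-5p changes sign (1.099 and 0.63) and the other 11 keep theirs. Under the trimmed mean, miR-1830-3p (-0.452) and miR-71-5p (-0.551) no longer reach the ratio of 1.5 used for the flag.

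Explanations for the one-sided rise at day 1 were tested, and only the prediction on depth was written before its result was seen. Thinned to the smallest library, 98 miRNAs were still up, so depth did not account for it through the read minimum. Thinning leaves ratios of TPM the same on average, so it could test little else. With miR-58-3p left out of the totals the median was 0.8772, so that miRNA accounted for part of the rise at most. The fold changes had little rank correlation with abundance at day 8 (Spearman rho -0.067 across miRNAs, which are not independent replicates). The median did fall with a higher count minimum, from 1.3951 at 1 read to 1.1102 at 100 reads. Low abundance may thus add to the rise, but miRNAs with at least 100 reads in both libraries also rose. Guide arms alone had a median of 0.867, so passenger arms did not carry the rise by themselves. The interquartile range of the fold changes was 13.62 times that from redrawing reads, so miRNAs moved by different amounts. A scale factor between the libraries on top of that could still be present. The quantitative PCR outcome quoted from the study above is separate evidence that most of the miRNAs it measured were higher in the mutant, and it speaks against a scale factor as the whole explanation for those. Under the trimmed mean of M values 5 of these 9 miRNAs stayed past the threshold and 2 fell below 0 on the log2 scale. The set was chosen from miRNAs already called up, so it does not settle how much of the median shift over all 184 miRNAs is a change of scale. For that shift, an effect of the mutation remains a hypothesis.

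The miR-35 family drives several of the flags. All 8 members were higher in *eat-2* day 1 and in WT day 8 than in WT day 1, and lower in *eat-2* day 8 than in *eat-2* day 1. Reads shared between related family members could make single members move together, so this count of 8 does not show that each changed by itself. Moving reads between the names of the family leaves its sum as it is, and the sum had a log2 fold change of 3.908 at day 1, so sharing within the family does not account for the change of the sum. RNA from embryos or oocytes is another candidate explanation. Of 3 miRNAs of the neighbouring miR-42 to miR-44 cluster, taken as embryo markers from general knowledge, 2 moved above the median in both libraries and miR-44-3p did not. The test is weak, since miR-42-3p belongs to the family sum and its values had been seen before the list was written. miR-44-3p may share its reads with miR-45-3p, as described below, so its value may not be that of the cluster alone. An exchange of the labels of *eat-2* day 1 and WT day 8 would leave let-7-5p low in *eat-2* day 1, if let-7-5p falls with age. Its log2 fold change against WT day 1 was -0.537. That fall within each strain is read here from the labels in question, so this value alone cannot rule out an exchange. An exchange would make the WT day 8 library that of *eat-2* day 1. In that library miR-240-3p, miR-235-3p and miR-47-3p of the quantitative PCR set had 62.35, 76.95 and 149.13 TPM. They had 64.29, 146.59 and 286.03 TPM in WT day 1, so they were not higher. Neither were miR-82-5p and miR-81-5p, on few reads. The others, miR-54-5p, miR-44-5p, miR-72-5p and miR-246-3p, were higher. By quantitative PCR most of this set was higher in *eat-2* day 1, so these values argue against an exchange. The 4 predictions on the family were written after the values were seen, and the comparison with quantitative PCR was made after that too. Embryo RNA and regulation in the worm cannot be told apart here.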

How the results depend on the processing

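A count was taken as stable when it stayed within 1.5 times the main count, and a median when it stayed within its 95% interval of the redraws. A named miRNA was stable when it kept its direction and its side of the threshold. Of 182 headline values under alternatives, 116 were stable, 59 moved and 7 reversed. Of 446 values of named miRNAs, 408 were stable, 7 were weaker, 19 stronger and 12 reversed. All 20 headline values were stable under thinning, though the number up at day 1 went from 103 to 98. So were all 10 under Benjamini-Hochberg adjustment, with 93 up at day 1 and 37 down at day 8, and all 10 under the assumed coefficient of variation of 0.2. The count-model tests planned with assumed coefficients of variation were not run, since the files hold TPM and not counts. They were not tried on the implied reads either. The normal test of the log ratio, chosen after seeing the files, took their place. The replicate block was not run because each group has 1 library. Values below are given up then down for each comparison unless said otherwise.

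The trimmed mean of M values rescales *eat-2* day 1 most (factor 2.28) on the assumption that most miRNAs are unchanged. Its factors used every miRNA above 0 TPM in all libraries, including those under 10 reads. That assumption pulls medians toward 0 by design, so a reversed median under it is no separate evidence on direction. At day 1 the trimmed mean gave 26 up and 32 down, with a median log2 fold change of -0.0219. At day 8 it gave 41 and 26, with a median of 0.2652. With age the WT median was 0.0085, and *eat-2* had 51 and 20 with a median of 0.5104. Only 17 miRNAs were up at day 1 and not at day 8, 15 changed in opposite directions with age, and 71 ratios were larger and 40 smaller at day 8. Log2 fold changes that reversed were lin-4-5p (-0.824) and miR-34-5p (-0.175) at day 1, let-7-5p (0.359) and miR-71-5p (0.256) at day 8, and lin-4-5p (0.54) and the miR-35 family (0.109) with age in *eat-2*. Those that moved past the threshold included let-7-5p (-1.86) and miR-58-3p (-1.43) at day 1 and miR-71-5p (2.195) with age in *eat-2*.

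The median of ratios makes the same assumption, over miRNAs with at least 10 reads in all libraries. It gave 32 and 29 at day 1 with a median of 0.0996, 29 up at day 8 with a median of -0.0826, a WT age median of 0.0355, and 39 and 29 with age in *eat-2* with a median of 0.0682. The 4-library counts were 21 up at day 1 only, 14 in opposite directions, 54 larger and 52 smaller. lin-4-5p (-0.703) and miR-34-5p (-0.054) at day 1, let-7-5p (0.012) at day 8 and lin-4-5p (0.098) with age in *eat-2* reversed. Values that moved past the threshold included let-7-5p (-1.739) and miR-58-3p (-1.309) at day 1 and miR-71-5p (1.753) with age in *eat-2*.

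Totals without miR-58-3p remove the effect of its share on the rest. They gave 7 down at day 1 with a median of 0.8772, 48 up at day 8 with a median of 0.1782, 82 down with age in WT with a median of -0.7888, 12 up with age in *eat-2* with a median of -1.273, and 39 larger ratios. let-7-5p (0.272) and miR-71-5p (0.169) reversed at day 8. let-7-5p (-0.961) moved past the threshold at day 1.

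Lowering the minimum to 1 read adds miRNAs with large sampling errors: the medians were 1.3951 at day 1, -0.6032 at day 8 and -1.7884 with age in *eat-2*, and 243 miRNAs were detected in *eat-2* day 8. A minimum of 100 removes them: the medians were 1.1102, -0.2671 and -1.3402, with 5 larger and 67 smaller ratios, and 119 miRNAs detected in WT day 1 and 119 in WT day 8. A fold change of 2 left 7 up at day 8, 3 up with age in *eat-2* and 5 larger ratios. With arms summed, the day 1 median was 1.1125 and 3 hairpins were up with age in *eat-2*.

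Tests on the implied reads use the full depth, where Kal's Z on TPM treats each library as 1000000 reads. Both Kal's Z and Fisher's exact test on reads gave 139 up and 1 down at day 1. They gave 26 up and 59 down at day 8, 62 down with age in WT, and 9 up and 124 down with age in *eat-2*. An assumed coefficient of variation of 0.4 gave 69 up at day 1, and 1 up and 26 down at day 8. It gave 23 down with age in WT, 2 up with age in *eat-2*, 52 up at day 1 only and 9 in opposite directions. Depth limits miRNAs near 10 reads, which set the number detected.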

Other observations

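Passenger arms, the less abundant arm of a hairpin over the 4 libraries, rose more than guide arms in *eat-2* at day 1. Among 31 hairpins with both arms read in every library, the median log2 fold change was 1.883 for passenger and 0.867 for guide arms, and the passenger arm rose more in 21 of 31. A sign-flip permutation test over hairpins gave p = 0.00048 (0.00192 after Benjamini-Hochberg adjustment over the 4 comparisons), and that prediction was written after the difference was seen. Compared with the 10 miRNAs nearest in abundance, passenger arms had a median excess of 0.874, so abundance did not account for it. With age in *eat-2* the difference was -1.205 (permutation p = 0.00462, adjusted 0.00924). That comparison also uses the *eat-2* day 1 library, so it is not separate evidence. Without that library the median differences were -0.187 at day 8 (permutation p = 0.256) and 0.246 with age in WT (permutation p = 0.873). A scale factor cannot produce a difference between the arms of a hairpin, so this pattern does not depend on the normalization. It may reflect how the *eat-2* day 1 library was made, such as its RNA quality. The paper's methods report RNA integrity numbers above 8 on a Bioanalyzer, or a gel as the alternative check. They give no value for each library. The role of RNA quality was not tested here. With 1 library per group, how the library was made cannot be separated from an effect of the strain on this difference. In the study's quantitative PCR set, miR-82-5p, miR-44-5p and miR-81-5p are the less abundant arms of their hairpins. With 8 of the 9 in that set higher in the mutant, a rise of such arms was also seen without these libraries. The other arms of those hairpins were not in the set, so it does not test the difference between arms.

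Hairpins of 1 genomic cluster were compared, to ask whether the large changes were noise of each miRNA on its own. Of 122 hairpins with at least 10 reads in all libraries, 118 (96.7%) had a position, and 40 lay in 15 clusters. At day 1 the permutation p for likeness within clusters was 2e-05, with 16.4% of the variance within clusters against 64.1% expected. Without the miR-35 to miR-41 cluster it was 0.182, so at day 1 the likeness rested on that cluster. Reads shared between its members could contribute, but their sequences were not compared. An even split would give near-equal values, and in WT day 1 they ran from 1.45 TPM for miR-41-3p to 178.33 TPM for miR-35-3p. At day 8 the likeness stayed without that cluster (permutation p = 0.0102, adjusted 0.0204 over 8 tests). miR-42, also of the family, was not left out. At day 8 miR-42-3p and its neighbour miR-43-3p had log2 fold changes of -4.465 and -3.169, so a part of the family is not excluded. For change with age the likeness did not stay, with permutation p = 0.093 (adjusted 0.124) in WT and 0.139 (adjusted 0.159) in *eat-2*. Both predictions for day 1 were written before the test.

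miR-44-3p and miR-45-3p had nearly equal values in every library: 645.11 and 644.79 TPM in WT day 1, 657.2 and 656.5 in *eat-2* day 1, 539.62 and 539.49 in WT day 8, and 312.8 and 312.91 in *eat-2* day 8. No other pair among 4851 pairs of miRNAs with at least 100 reads in all libraries was as close. The largest difference was 0.089 binomial standard deviations, smaller than separate counts would give. This is consistent with shared reads being split evenly between the names, a prediction written after the values were seen. Without a genome sequence it was not checked whether the mature sequences are identical.

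A few miRNAs were high only in WT day 8. miR-796 had 178.08 TPM there and at most 7.61 TPM elsewhere. miR-4923b had 14.66 TPM there and 0, 0.14 and 0.37 TPM in WT day 1, *eat-2* day 1 and *eat-2* day 8. miR-73-3p had 5276.09 TPM, 11.9 times the next highest library. No explanation was tested for these.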
